A study of Mus musculus with 6 samples. Its data were reported in "Integration of human stem cell-derived in vitro systems and mouse preclinical models identifies complex pathophysiologic mechanisms in retinal dystrophy" (2023).

How the data were processed

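Cells of the retinal pigment epithelium (RPE, the pigmented layer beneath the retina) and of the choroid (the vascular layer behind it) were profiled by single-cell RNA sequencing after culture. The cells came from male C57BL/6J mice, 3 samples of Dram2 wt/wt and 3 samples of Dram2 ko/ko. Libraries were made with the 10x Genomics 3′ chemistry, which reads the 3′ end of polyadenylated RNA and counts molecules by unique molecular identifiers (UMIs). Per the labels, 5 samples belonged to batch 1 and 1 sample, Dram2 ko/ko replicate 3, was the only one of batch 2.

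The authors deposited 1 table of UMI counts per gene and cell, with 52636 genes and 25428 cells. These counts were made by the authors with cellranger against the mouse genome mm10, with exons only, and were not normalised. The cellranger version, the gene annotation release and the filters on cells were not stated. A second deposited table gave the sample, genotype, batch, cell type name and fibroblast sub-cluster of each cell. The authors had obtained the cell types with Seurat, from log-normalised counts integrated across batches, by naming Louvain clusters. Genotype and batch in this table were those of the labels in all 6 samples. Of the 52636 gene identifiers, 52403 had a symbol, 52489 a position and 52371 a transcript sequence in the GENCODE M21 annotation of GRCm38, the assembly that mm10 stands for. Positions are given on that assembly, counted from 1. UMAP coordinates were not used here.

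All deposited cells entered the main values. An alternative left out cells with under 500 genes or over 20% mitochondrial counts, which were 469 of 25428 cells (1.84%). Doublets (droplets with more than 1 cell) were called per sample with Scrublet as implemented in scanpy 1.11.5. It marked 7 cells (0.0275%), too few for the caller to have worked, so no doublets were removed from the main values. A further alternative left out the 5% of cells of each sample with the highest doublet scores.

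Samples, not cells, were the replicates. UMI counts were summed over all cells of a sample, and over the cells of each cell type of a sample where it held 10 or more cells. A cell type was tested with 2 or more samples per genotype. In the Myeloid type, Dram2 wt/wt replicate 1 and Dram2 ko/ko replicate 1 fell under that minimum, which left 2 samples against 2. Sums were filtered with filterByExpr, scaled with TMM factors (edgeR 4.0.16) and tested between genotypes with voom-limma (limma 3.58.1, R 4.3.3) without covariates. The study names voom-limma with size factors from edgeR, and does not state the filter, the kind of size factors or covariates for it. P-values were adjusted by the Benjamini-Hochberg method within each comparison, and a gene was called at an adjusted p under 0.05. The number that also passed the study's minimum fold change of 2 is given beside it. Levels are in CPM, the usual scaling of a gene's count by the total UMIs of the sum it belongs to, with the SD over samples. Genes were named by a fixed rule: Dram2, Dram1, Mki67, Top2a, Mgp and Dcn in every case, and up to 5 higher and 5 lower called genes with the largest log2 fold change whose Dram2 ko/ko values all lay on one side of the Dram2 wt/wt values.

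The share of cells of each cell type or sub-cluster was compared by an exact two-sided permutation test on the difference of means. With 3 samples against 3 its smallest possible p is 0.1, so no share can pass 0.05. Intervals for the share in a single sample are 95% Wilson intervals. They cover counting error only. Cycling cells were those with 2 or more UMIs of a G2/M phase list after each cell was thinned to 8000 UMIs. Cells under that depth were left out, 1822 of Dram2 wt/wt and 1579 of Dram2 ko/ko. Lists of S phase, G2/M phase, lysosome, autophagy, p53 target, mesenchymal and extracellular matrix, and interferon response genes were tested with limma's camera at a preset correlation of 0.01, with fry and camera with an estimated correlation beside it. Whether a genotype effect differed between Fibroblast cells and another cell type was tested with an interaction term in voom-limma, with the sample as a factor. Marker lists for RPE cells, fibroblasts, proliferating cells, endothelial cells, pericytes, myeloid cells, melanocytes, Schwann cells, photoreceptors and T cells were used to look at the deposited cell type names.

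For each gene, the 31-base words in the last 400 bases of its transcripts were looked up in the transcripts of all other genes on both strands. The percentage found there is called the shared 3′ sequence. A gene with a high percentage has an uncertain count, since reads from near-identical copies cannot be assigned to 1 gene.

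The tests, the gene lists, the marker lists, the naming rule and most alternatives were chosen before the data were examined. The alternatives were the edgeR quasi-likelihood test and DESeq2 1.42.0, other size factors, library size alone, no filter on low counts, the batch as a covariate, the replicate number as a block, the cell filter, removal of called doublets, thinning to the smallest total, 50 cells in place of 10 as the minimum, merged fibroblast types, a new clustering (Leiden, scanpy, resolution 0.5) and leaving out each sample in turn. The alternatives chosen after seeing the data were a test of genes with under 5% shared 3′ sequence and no pseudogenes, the removal of cells with the highest doublet scores, and Mki67 with Top2a as the measure of cycling cells.

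The tests were tried on simulated counts drawn from the samples' own means and library sizes, with 200 genes changed 4-fold. The changed genes were picked above a minimum mean count. Each gene was drawn independently, with no grouping of samples other than genotype. The rates may therefore not hold for genes with few UMIs or for samples that share other structure. For the whole sample, with 22227 genes, voom-limma recovered 95% of the changed genes, and 4.04% of its calls were false. For Fibroblast 2, with 14621 genes, it recovered 98.5% with 8.80% false. For Fibroblast proliferating, with 17830 genes, it recovered 98.5% with 5.29% false. DESeq2 made 23.6%, 10.8% and 12.5% false calls in these 3 comparisons.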

Results

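RNA was counted in 25428 cells from 6 samples of cultured mouse RPE and choroid, 3 of Dram2 wt/wt and 3 of Dram2 ko/ko. The Dram2 wt/wt samples held 3823, 4601 and 4321 cells, and the Dram2 ko/ko samples held 2140, 6648 and 3895 cells. The total UMI count was 114774402, 112569270 and 122746184 in the Dram2 wt/wt samples. It was 96808998, 111922186 and 110228395 in the Dram2 ko/ko samples, each below every Dram2 wt/wt sample (exact two-sided permutation p 0.1, the smallest that 3 samples against 3 allow). The median cell held 29819, 24042 and 28327 UMIs in the Dram2 wt/wt samples and 47373, 16453 and 27961 UMIs in the Dram2 ko/ko samples (exact permutation p 0.9). The Y-chromosomal gene Ddx3y had between 10153 and 13309 UMIs in every sample, and Xist, which is expressed from the inactive X chromosome of females, had between 1 and 8.

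The deposited annotation divided the cells into 8 types. Fibroblast was the largest with 12651 cells, followed by Fibroblast proliferating with 6465, Fibroblast 2 with 3019, RPE with 1492, Fibroblast-like with 1121, Pericyte with 308, Endothelial with 288 and Myeloid with 84. The 4 fibroblast types together held 91.5% of all cells. Median depth per cell ranged from 4825 UMIs in Fibroblast-like cells to 26108 UMIs in Fibroblast cells.

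Markers fixed beforehand were examined in these types. Lyz2 reached 9995 CPM in Myeloid cells, with at most 5.92 CPM in any other type. Pecam1 was at 643 CPM in Endothelial cells, with at most 1.82 CPM in any other type. Top2a was at 392 CPM in Fibroblast proliferating cells and 9.48 CPM in Fibroblast cells. The fibroblast marker Mgp stood at 2891 CPM in Fibroblast cells, 3563 CPM in Fibroblast proliferating cells and 2013 CPM in Fibroblast-like cells. Fibroblast 2 cells had 678 CPM of Mgp and the highest level of Dcn, 2422 CPM. Among the RPE markers, Krt18 at 473 CPM and Otx2 at 74.1 CPM were highest in RPE cells, while Rpe65 was at 0.43 CPM there. The melanocyte markers Mlana, at 5.42 CPM, and Tyr, at 2.57 CPM, had these highest levels in RPE cells. Sox10 is on both the melanocyte and the Schwann cell list, and Dct, Pmel and Tyrp1 are on both the melanocyte and the RPE list. Of 14 photoreceptor and T cell markers, Sag had the highest mean over whole samples, 1.97 CPM in Dram2 wt/wt and 1.81 CPM in Dram2 ko/ko.

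Cells with the name Pericyte in the annotation had high levels of Schwann cell markers. Ngfr was at 389 CPM and Sox10 at 176 CPM there, with at most 0.687 CPM of Ngfr and 1.79 CPM of Sox10 in any other type. Of the pericyte markers, no UMI of Kcnj8, Higd1b or Ndufa4l2 was counted in these 308 cells. Rgs5 was at 8.44 CPM, against 67.0 CPM in Fibroblast cells, and Cspg4 was at 207 CPM, against 48.5 CPM in Fibroblast proliferating cells. The name Pericyte is used here as the annotation gives it.

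The targeted gene was examined first. Dram2 (ENSMUSG00000027900) lies on chromosome 3 at 106547798 to 106575890 of GRCm38. Its annotated transcript has 9 exons. The knockout allele lacks exon 4, a coding exon of 68 bases at 106561749 to 106561816. The 3′ untranslated region, which the library reads, spans 2205 bases at 106573686 to 106575890, outside that exon. The level of Dram2 over the whole sample was 33.4, 39.6 and 38.1 CPM in Dram2 wt/wt (37.1 ± 3.23, SD, n = 3). It was 30.7, 28.3 and 30.1 CPM in Dram2 ko/ko (29.7 ± 1.26, SD, n = 3), which is 80.1% of the Dram2 wt/wt mean. All 3 Dram2 ko/ko samples lay below all 3 Dram2 wt/wt samples, and the log2 fold change was -0.30 (SE 0.087, adjusted p 0.301 by voom-limma). Over the alternatives the log2 fold change ranged from -0.37 to -0.27, with adjusted p between 0.141 and 0.979. It moved most without Dram2 wt/wt replicate 1, to -0.37. By cell type, the log2 fold change was -0.29 in Fibroblast, -0.19 in Fibroblast 2, -0.32 in Fibroblast proliferating, -0.68 in Fibroblast-like, -0.64 in Endothelial, -0.40 in RPE, -0.05 in Pericyte and -0.39 in Myeloid (2 samples against 2). None passed the threshold in voom-limma, where the adjusted p was between 0.201 and 1.00. In Pericyte the direction changed without Dram2 wt/wt replicate 2, to 0.07, and without Dram2 ko/ko replicate 1, to 0.02. In Myeloid it changed without Dram2 ko/ko replicate 3, to 0.22.

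**Figure D1:**
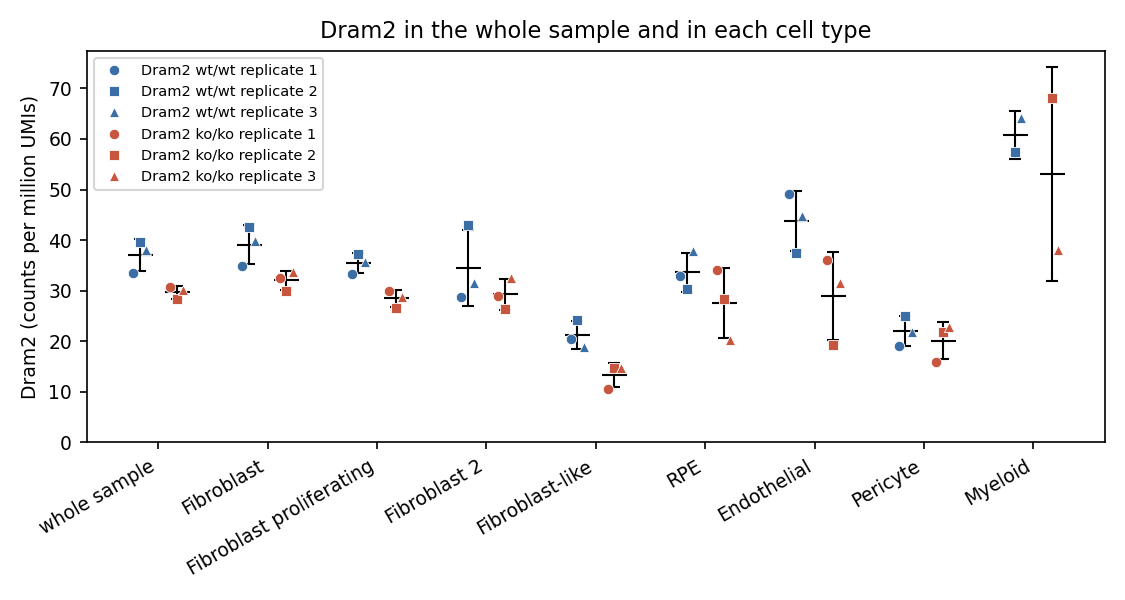
Level of Dram2 in CPM in the whole sample and in each cell type, with a point per sample, the mean as a horizontal line and the SD as whiskers (3 samples per genotype, 2 in Myeloid). In the whole sample the 3 Dram2 ko/ko samples lie between 28.3 and 30.7, all below the 3 Dram2 wt/wt samples.

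The other genes fixed beforehand were compared over the whole sample by voom-limma, and none passed the threshold. Dram1 was at 15.7 ± 1.60 CPM in Dram2 wt/wt and 16.9 ± 3.23 CPM in Dram2 ko/ko (log2 fold change 0.11, adjusted p 0.936), and its direction changed without Dram2 ko/ko replicate 2, to -0.025. Mki67 was at 29.7 ± 3.41 and 34.2 ± 6.28 CPM (0.21, adjusted p 0.910). Top2a was at 117 ± 5.25 and 129 ± 19.9 CPM (0.15, adjusted p 0.920). Mgp was at 2585 ± 327 and 2725 ± 187 CPM (0.10, adjusted p 0.924). Dcn was at 617 ± 37.1 and 758 ± 59.0 CPM (0.31, SE 0.091, adjusted p 0.303), with all 3 Dram2 ko/ko samples above all 3 Dram2 wt/wt samples. The values are means and SD over 3 samples per genotype.

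The study compared cell type composition between the genotypes. No difference passed the exact permutation tests, where the adjusted p was 0.8 or more for all 8 types. Fibroblast cells made up 52.7% ± 4.79 of the cells in Dram2 wt/wt and 44.8% ± 5.52 in Dram2 ko/ko (SD, n = 3, exact permutation p 0.3). Fibroblast 2 cells made up 9.83% ± 3.73 and 14.4% ± 3.50 (exact permutation p 0.2), and Fibroblast proliferating cells 25.1% ± 0.951 and 24.7% ± 3.18 (exact permutation p 1). The share of RPE cells was 5.57% ± 5.42 and 6.49% ± 7.21 (exact permutation p 0.8). Fibroblast-like cells took 3.83% ± 0.970 and 7.29% ± 6.80 (exact permutation p 0.6). The higher mean of the latter came from Dram2 ko/ko replicate 1, with 14.9% (95% Wilson interval 13.5 to 16.5), and without that sample the difference of means was -0.356 percentage points. The shares of Endothelial cells were 1.45% and 0.929%, those of Pericyte cells 1.17% and 1.08%, and those of Myeloid cells 0.426% and 0.222%. The quasi-likelihood test of edgeR on the numbers of cells gave adjusted p of 0.490 or more, with the largest log2 fold change, -0.92, in Myeloid. Of the alternatives that kept the annotation and all 6 samples, the cell filter moved the Fibroblast-like share most, to 2.95% and 5.16%. The direction also depended on single samples for 3 more types. For Fibroblast proliferating the difference was 0.180 points without Dram2 wt/wt replicate 2, 0.465 without Dram2 ko/ko replicate 1 and 0.695 without Dram2 ko/ko replicate 3. For Pericyte it was 0.300 points without Dram2 wt/wt replicate 1, 0.0605 without Dram2 ko/ko replicate 1 and 0.162 without Dram2 ko/ko replicate 3. For RPE it was -1.12 points without Dram2 wt/wt replicate 1, -0.0984 without Dram2 wt/wt replicate 3 and -3.21 without Dram2 ko/ko replicate 3.

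**Figure D2:**
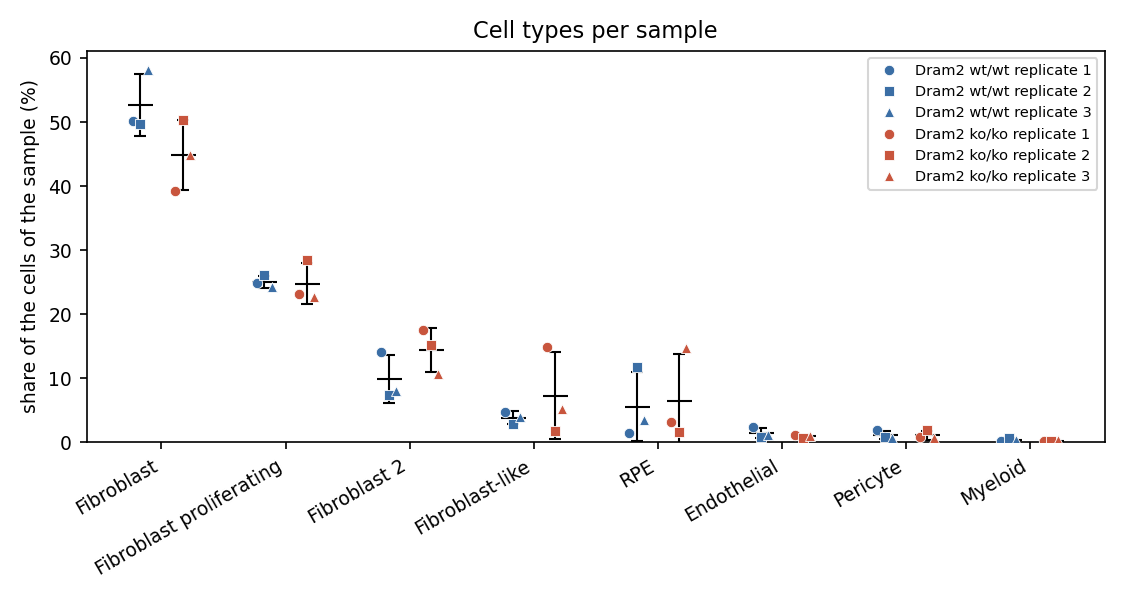
Share of the cells of each sample in each cell type, in percent, with a point per sample, the mean as a horizontal line and the SD as whiskers (3 samples per genotype). The genotypes overlap in all 8 types, and Dram2 ko/ko replicate 1 stands apart in Fibroblast-like cells at 14.9%.

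The annotation further divided the cells of the fibroblast types into 9 sub-clusters. Sub-cluster 1 held 46.2% ± 3.47 of them in Dram2 wt/wt and 37.6% ± 5.19 in Dram2 ko/ko (SD, n = 3), with every Dram2 ko/ko sample below every Dram2 wt/wt sample (exact permutation p 0.1, adjusted p 0.6). Sub-cluster 3 held 13.4% ± 4.33 and 19.5% ± 2.34 (exact permutation p 0.2, adjusted p 0.6). Sub-cluster 4 held 7.66% and 5.79% (exact permutation p 0.2). The means of sub-clusters 2, 5, 6 and 7 were 26.0% and 26.0%, 3.21% and 5.49%, 1.97% and 2.47%, and 0.773% and 1.07%. Those of sub-clusters 8 and 9 were 0.378% and 1.81%, and 0.468% and 0.376%. For these 6 the exact permutation p was between 0.4 and 1. The direction changed without Dram2 ko/ko replicate 1 for sub-cluster 2, to 1.55 points, and for sub-cluster 5, to -0.603 points. For sub-cluster 2 it also changed without Dram2 wt/wt replicate 2, to 1.03 points. It changed without Dram2 ko/ko replicate 3 for sub-cluster 6, to -0.481 points, and for sub-cluster 9 without Dram2 wt/wt replicate 3, to 0.0659 points, and without Dram2 ko/ko replicate 2, to 0.0400 points. Sub-cluster 8, with 168 cells, had a median of 91.1% mitochondrial counts.

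The study reported faster growth of Dram2 ko/ko cells in culture, so cycling cells were counted here. Growth in the study was the time to reach a set confluency. The sequenced cells were collected at the end of their culture, so their share of cycling cells does not test that growth. The share of cells with 2 or more UMIs of the G2/M list was 99.9% ± 0.033 in Dram2 wt/wt and 99.8% ± 0.147 in Dram2 ko/ko (SD, n = 3, exact permutation p 0.6). The measure was saturated at this depth and could not separate cycling from other cells. It reached 99.9% in Fibroblast cells as well, against 100% in Fibroblast proliferating cells. Without thinning, the alternative that moved it most among those that kept the list and all samples, it was 99.3% and 98.1% (exact permutation p 0.4). Without Dram2 ko/ko replicate 1 the thinned difference was 0.00552 points. A narrower measure, chosen after seeing the data, was 2 or more UMIs of Mki67 and Top2a together. It was 69.0% in Fibroblast proliferating, 0.600% in Fibroblast and 0.194% in Fibroblast 2, where the median depths before thinning were 26138, 27548 and 20754 UMIs. It was also high in other types, with 49.8% in Pericyte, 37.3% in Myeloid and 28.8% in RPE, against 8.38% in Fibroblast-like and 1.75% in Endothelial. By this measure 20.05% ± 1.82 of the cells cycled in Dram2 wt/wt and 21.9% ± 4.01 in Dram2 ko/ko (SD, n = 3, exact permutation p 0.6). Within the fibroblast types the shares were 19.8% ± 1.29 and 21.0% ± 2.27 (exact permutation p 0.5). The difference over all cells, 1.88 points, was below the SD of Dram2 ko/ko and slightly above that of Dram2 wt/wt, and without Dram2 ko/ko replicate 3 it was -0.0897 points.

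Expression over the whole sample was then compared between the genotypes. Of 22580 genes, voom-limma called 0 at an adjusted p under 0.05, with 1583 genes at an unadjusted p under 0.05. The quasi-likelihood test of edgeR called 0, with 1507 unadjusted, and DESeq2 called 378, of which 358 were lower in Dram2 ko/ko, with 1417 unadjusted. DESeq2 was the alternative that moved this count most. Leaving out Dram2 ko/ko replicate 1 gave 242 genes, leaving out Dram2 ko/ko replicate 3 gave 117, leaving out Dram2 wt/wt replicate 2 gave 1, and leaving out each of the others gave 0.

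Within cell types, voom-limma called 113 of 18113 genes in Fibroblast proliferating, 33 of 14882 in Fibroblast 2, 1 of 19886 in Fibroblast, 1 of 8454 in Pericyte and 2 of 6747 in Myeloid. Every one of these was lower in Dram2 ko/ko, and 102, 30, 1, 1 and 2 of them also passed a fold change of 2. The test called 0 genes in RPE (573 at an unadjusted p under 0.05), 0 in Endothelial (350 unadjusted) and 0 in Fibroblast-like (367 unadjusted). In these 3 types edgeR called 0 and DESeq2 20, 13 and 23. The count for Fibroblast proliferating was 62 by edgeR and 320 by DESeq2. It fell to 0 without Dram2 wt/wt replicate 2, without Dram2 wt/wt replicate 3 or without Dram2 ko/ko replicate 2. It was 80 without Dram2 wt/wt replicate 1, 290 without Dram2 ko/ko replicate 1 and 226 without Dram2 ko/ko replicate 3. Fibroblast 2 gave 11 genes by edgeR and 168 by DESeq2. Its count was 0 without Dram2 wt/wt replicate 1, Dram2 wt/wt replicate 3 or Dram2 ko/ko replicate 2, 1 without Dram2 wt/wt replicate 2, 121 without Dram2 ko/ko replicate 1 and 52 without Dram2 ko/ko replicate 3. Fibroblast gave 1 gene by edgeR and 320 by DESeq2, 234 without Dram2 ko/ko replicate 1, 150 without Dram2 ko/ko replicate 3, and 0 without Dram2 wt/wt replicate 3 or Dram2 ko/ko replicate 2. Fibroblast-like gave 85 genes and Endothelial 3 without Dram2 ko/ko replicate 1. Pericyte gave 0 by edgeR, 15 by DESeq2, 21 without Dram2 ko/ko replicate 1, and 0 without each other sample.

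The 113 genes called in Fibroblast proliferating had log2 fold changes from -3.40 to -0.60, with a median of -1.53. They lay on 20 chromosomes, 8 of them on chromosome 3, with 1 on the mitochondrial genome and 2 without a position. By the annotation, 73 were pseudogenes, 9 coded for ribosomal proteins, 24 were other genes with 5% or more shared 3′ sequence, 5 were other genes under 5%, and 2 had no sequence. Of the 113 genes, 112 were tested in Fibroblast and 90 in RPE, and all were lower in Dram2 ko/ko there too, with medians of -1.48 and -1.67. Over the whole sample all 113 were lower, with a median of -1.47. A test of the 10876 genes with under 5% shared 3′ sequence and no pseudogenes, chosen after seeing the data, called 0 in Fibroblast proliferating, with 345 at an unadjusted p under 0.05.

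The named genes of Fibroblast proliferating were the pseudogenes Gm14143 (log2 fold change -3.40, SE 0.558, adjusted p 0.0397 by voom-limma), Gm14933 (-2.69, SE 0.471, adjusted p 0.0469), Gm4246 (-2.33, SE 0.352, adjusted p 0.0328) and Gm13841 (-2.27, SE 0.389, adjusted p 0.0469), and the transcript Gm43584 (-2.20, SE 0.392, adjusted p 0.0472). Their shared 3′ sequence was 10.4%, 3.78%, 21.0%, 100% and 56.5%. The mean of each in Dram2 wt/wt was below 2 CPM. Over the alternatives their adjusted p reached between 0.197 and 0.230. The highest values came from leaving out 1 sample, and none of these genes was called without any of the Dram2 wt/wt samples or without Dram2 ko/ko replicate 2. Gm14933 was also lost without Dram2 ko/ko replicate 3, at 0.0598. Gm4246 was lost whichever sample was left out, at 0.0598 to 0.215.

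In Fibroblast the called gene was Gm45808, on chromosome 7 at 45465984 to 45486811. It fell from 13.5 ± 2.36 CPM in Dram2 wt/wt to 3.27 ± 0.191 CPM in Dram2 ko/ko (SD, n = 3), a log2 fold change of -2.03 (SE 0.175, adjusted p 0.0335 by voom-limma), lower in 3 of 3 samples. Its adjusted p reached 0.252 over the alternatives, and it was not called without Dram2 wt/wt replicate 3 or Dram2 ko/ko replicate 2. Of its 3′ sequence 92.7% was shared with other genes. In Fibroblast 2 the same gene had a log2 fold change of -2.14 (SE 0.196, adjusted p 0.0125, up to 0.111 over the alternatives). It was not called there without Dram2 wt/wt replicate 1 (0.0679), Dram2 wt/wt replicate 3 (0.0970) or Dram2 ko/ko replicate 2 (0.111). The others named in Fibroblast 2 were Gm26938 (-2.45, adjusted p 0.0490), Mir686 (-2.09, adjusted p 0.0480) and Gm42786 (-2.03, adjusted p 0.0435), with 100%, 100% and 9.2% shared 3′ sequence, and Gjb2. Without Dram2 ko/ko replicate 2 the adjusted p of these 3 rose to 0.369, 0.319 and 0.241, the highest over their alternatives. Gm26938 was lost whichever sample was left out, at 0.0701 or more, and Mir686 was called only without Dram2 ko/ko replicate 3 (0.0388). Gm42786 was called only without Dram2 ko/ko replicate 1 (0.0157) or Dram2 ko/ko replicate 3 (0.00971). Gjb2, on chromosome 14 at 57098600 to 57104702, had no shared 3′ sequence. It was at 2.37 ± 0.939 CPM in Dram2 wt/wt and 0.089 ± 0.154 CPM in Dram2 ko/ko (SD, n = 3), with a log2 fold change of -4.62 (SE 0.709, adjusted p 0.0480), lower in 3 of 3 samples. Its adjusted p ranged from 0.000275 to 0.325 over the alternatives, and leaving out any 1 sample took it past the threshold, to between 0.0807 and 0.236.

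The ribosomal protein gene Rps20, on chromosome 4 at 3831334 to 3835665 with 37.8% shared 3′ sequence, was called in Fibroblast proliferating (log2 fold change -1.58, SE 0.194, adjusted p 0.0297 by voom-limma), Pericyte and Myeloid. In Pericyte it was at 689 ± 21.2 CPM in Dram2 wt/wt and 240 ± 74.4 CPM in Dram2 ko/ko (SD, n = 3), with a log2 fold change of -1.58 (SE 0.185, adjusted p 0.0276 by voom-limma). That adjusted p ranged up to 0.399 over the alternatives, and the gene was called in only 1 of the 6 tests that left out a sample, the one without Dram2 ko/ko replicate 1. In Myeloid, with 2 samples per genotype, it was at 659 and 180 CPM (-1.83, SE 0.230, adjusted p 0.0274, up to 0.0524 over the alternatives). The other gene called there was Wdr89, on chromosome 12 at 75630596 to 75669537 (-1.71, SE 0.232, adjusted p 0.0292, up to 0.0658), with 22.3% shared 3′ sequence. Wdr89 was also called in Fibroblast proliferating (-1.34, SE 0.189, adjusted p 0.0328). Counts in Myeloid were 10 genes by edgeR and 8 by DESeq2. Leaving out a sample gave 47 genes without Dram2 wt/wt replicate 2, 83 without Dram2 wt/wt replicate 3, 19 without Dram2 ko/ko replicate 2 and 6 without Dram2 ko/ko replicate 3, where the lone sample is assumed to vary like the other group. The whole-sample values of Rps20, 709 ± 52.0 and 252 ± 83.9 CPM, gave a log2 fold change of -1.52 (adjusted p 0.0798).

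The classes of genes were compared over the whole sample, a comparison chosen after seeing the called genes. Values are medians, per sample, of the log2 ratio to the Dram2 wt/wt mean, over genes with a mean of 5 CPM or more and with 0.5 added. For 215 pseudogenes with transcripts under 500 bases they were -0.08, -0.71 and -0.90 in Dram2 ko/ko replicates 1, 2 and 3 (exact permutation p 0.2). For 158 pseudogenes of 500 bases or more they were 0.17, -0.05 and -0.56 (exact permutation p 0.7). For 71 ribosomal protein genes with 20% or more shared 3′ sequence they were -0.00, -0.31 and -0.59 (exact permutation p 0.2). For 11 ribosomal protein genes under 20% they were -0.01, -0.37 and -0.01 (exact permutation p 0.4). For 1828 other protein-coding genes of 1000 to 2000 bases with under 5% they were 0.01, 0.09 and 0.03 (exact permutation p 0.2). The median of the short pseudogenes was thus lower in Dram2 ko/ko replicate 2 of batch 1 and in Dram2 ko/ko replicate 3 of batch 2, and that of the longer ones mainly in the latter. Other size factors moved the median log2 fold change of all genes by less than 0.1.

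**Figure D3:**
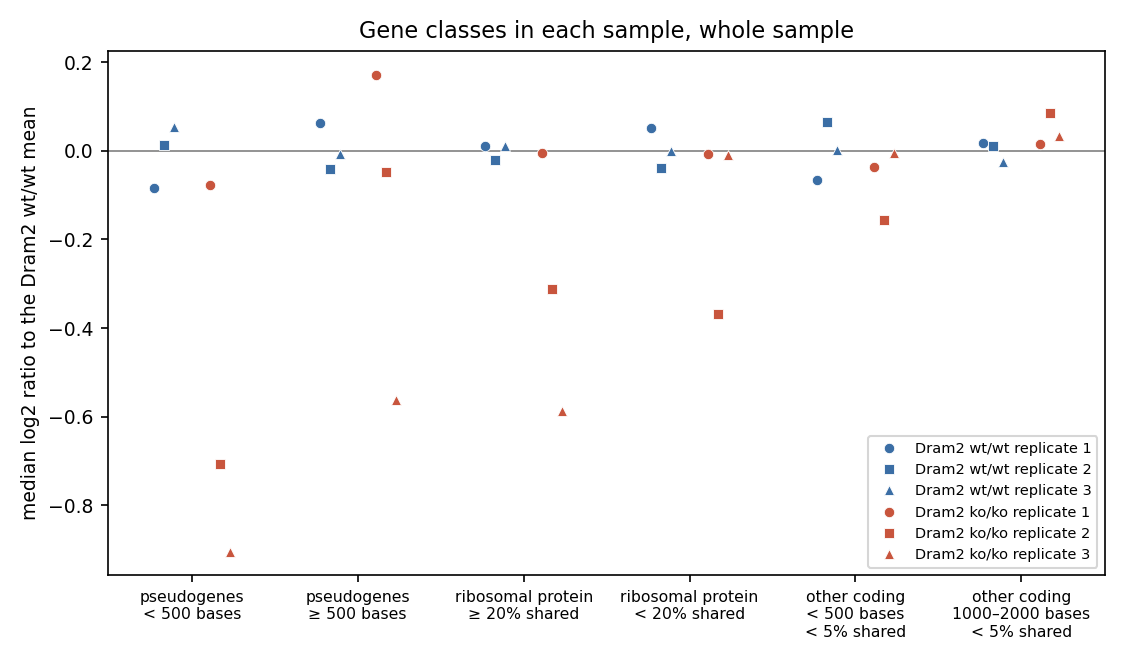
Median log2 ratio of 6 classes of genes in each sample to the Dram2 wt/wt mean, whole sample, with a point per sample. The short pseudogenes lie at -0.71 and -0.90 in Dram2 ko/ko replicates 2 and 3 and at -0.08 in Dram2 ko/ko replicate 1.

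Gene lists were tested to ask about the cell cycle, autophagy, lysosomes and other processes linked to Dram2. Over the whole sample, camera found the G2/M list higher in Dram2 ko/ko (median log2 fold change 0.15, adjusted p 3.26e-07) and the S phase list higher (0.10, adjusted p 1.07e-04). Both calls were lost without Dram2 ko/ko replicate 3, at adjusted p 0.0953 and 0.242, and neither held under fry (0.651 and 0.683) or camera with an estimated correlation (0.682 for both). No gene of either list was called, adjusted over the list alone or over all genes. The other lists were not called. Their medians were -0.03 for lysosome (adjusted p 0.731), 0.02 for autophagy (0.333), -0.03 for p53 targets (0.410), -0.05 for mesenchymal and extracellular matrix (0.538) and -0.08 for interferon response (0.538). The interferon response list was called as lower without Dram2 ko/ko replicate 3 (adjusted p 2.35e-04) and without Dram2 wt/wt replicate 1 (adjusted p 0.00380).

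In Fibroblast proliferating cells, camera called the G2/M list as higher (median log2 fold change 0.06, adjusted p 0.00181), which held without each sample in turn, with adjusted p of 0.0489 or less, but not under fry (0.693) or with an estimated correlation (0.698). In Fibroblast-like cells it called S phase (0.14, adjusted p 0.0242), G2/M (0.12, adjusted p 0.0460) and autophagy (0.10, adjusted p 0.0460) as higher, none of them under fry or with an estimated correlation. Without Dram2 ko/ko replicate 1 the S phase median was -0.0054 and no list was called, nor was any without Dram2 wt/wt replicate 3. Other lists were called as lower there when 1 sample was left out. Without Dram2 ko/ko replicate 3 these were mesenchymal and extracellular matrix (adjusted p 7.97e-06) and lysosome (0.0248), and without Dram2 ko/ko replicate 2 lysosome (0.0474) and p53 targets (0.0357). No list was called in Fibroblast or Fibroblast 2 cells with all samples, by camera, fry or an estimated correlation. The interferon response list was called as lower in both types without Dram2 ko/ko replicate 3, at adjusted p 1.40e-06 and 0.000144, and without Dram2 wt/wt replicate 1, at 0.00223 and 0.000336. In Fibroblast proliferating the same list was called as lower without these samples, at 0.0225 and 4.43e-05. Further calls also came only when 1 sample was left out. In Fibroblast, S phase and G2/M were called as higher without Dram2 wt/wt replicate 2 (adjusted p 0.0182 and 0.0162) and without Dram2 ko/ko replicate 1 (0.0195 and 0.0460). In Fibroblast 2, lysosome was called as lower without Dram2 wt/wt replicate 1 (0.0307), and mesenchymal and extracellular matrix as lower without Dram2 ko/ko replicate 3 (0.0198). In Fibroblast proliferating, S phase was called as higher without Dram2 ko/ko replicate 1 (0.0477), and mesenchymal and extracellular matrix as lower without Dram2 wt/wt replicate 1 (0.0409). In 9 of the 35 list tests, none of them past the threshold, the median, the mean and the test did not share a direction. Adjusted over the list alone, 1 gene was called, Mcm6 of the S phase list in Fibroblast 2. Mcm6, singled out after its values were seen, was higher in 3 of 3 samples (log2 fold change 0.56, SE 0.120), and adjusted over all genes its p was 0.145 by voom-limma.

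Whether the genotype effect differed between Fibroblast cells and another type was tested with voom-limma. The test called 0 genes against Fibroblast 2 (973 at an unadjusted p under 0.05), 0 against Fibroblast-like (713 unadjusted) and 0 against RPE (371 unadjusted). Without Dram2 wt/wt replicate 1, 42 genes were called against Fibroblast 2. Against Fibroblast proliferating it called 2 genes, with 735 unadjusted. The count was 0 without Dram2 wt/wt replicate 2 or Dram2 ko/ko replicate 3, 5 without Dram2 wt/wt replicate 1 or Dram2 ko/ko replicate 1, and 6 without Dram2 ko/ko replicate 2. The 2 genes, named after their values were seen, were Mmp3 (chromosome 9, 7445822 to 7455975) and Actg2 (chromosome 6, 83512905 to 83536265). The difference between the genotype effects was -1.18 for Mmp3 (SE 0.154) and -0.21 for Actg2 (SE 0.0289) on the log2 scale, each with an adjusted p of 0.0108. The other tools were not run for this comparison.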

Values the study reported

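The study described the knockout region in the mouse Dram2 gene as 585 bp long and covering exon 4, at chr3: 106,561,518–106,562,102 of GRCm38/mm10. It reported 8 clusters of cell types among the cultured RPE and choroidal cells. Cells from Dram2 ko/ko mice were reported to reach 20% confluency after 78 h, and cells from Dram2 wt/wt mice after 126 h.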

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

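The tests of a single sample, of shared sequence and of the batch were chosen after the result was seen, and the other splits of the samples were planned. The effect of genotype on Mmp3 and on Actg2 differed between Fibroblast proliferating and Fibroblast cells when the difference itself was tested with an interaction term. The genotype effect in Fibroblast proliferating minus that in Fibroblast was -1.18 for Mmp3 and -0.21 for Actg2 on the log2 scale. Mmp3 was at 9.77, 17.0 and 10.3 CPM in the Dram2 wt/wt samples and 4.29, 5.39 and 13.3 CPM in the Dram2 ko/ko samples of Fibroblast proliferating. In Fibroblast it was at 5.58, 13.0 and 9.19 CPM and at 5.92, 12.2 and 20.2 CPM. Actg2 was at 793, 995 and 864 CPM and at 723, 814 and 864 CPM in Fibroblast proliferating, and at 968, 1182 and 1040 CPM and at 1021, 1085 and 1240 CPM in Fibroblast. Within either cell type alone neither gene passed the threshold in voom-limma, with adjusted p between 0.705 and 0.972.

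Reads shared with other genes were argued against as a source of these differences, since the larger of the shares of 3′ sequence was 4.60%. A single sample, or the batch of Dram2 ko/ko replicate 3, cannot be told apart from an effect of genotype here, because the 2 genes had been picked for a large difference against its spread. The log2 ratio of the level in Fibroblast proliferating to that in Fibroblast was lower in each Dram2 ko/ko sample than in each Dram2 wt/wt sample for both genes, and at least 82.3% of the difference was left whichever sample was left out, and at least 89.4% without Dram2 ko/ko replicate 3, which that choice largely fixes. The adjusted p of 0.0108 was less stable, and ranged from 0.00880 to 0.0782 for Mmp3 when 1 sample was left out. For Actg2 that range was 0.0137 to 0.0783, and neither gene was called without Dram2 wt/wt replicate 2 or without Dram2 ko/ko replicate 3, the sample of batch 2, where both had an adjusted p of 0.0782. Of the 10 splits of the 6 samples, 5 gave as many genes for this comparison, so chance cannot be excluded. Against Fibroblast 2, Fibroblast-like and RPE, where the real split gave none, all 10 give as many by construction, which says nothing about chance. A difference of the genotype effect between cycling and other fibroblasts stays open beside these, as a hypothesis only.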

How the results depend on the processing

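The test of genes with unshared 3′ sequence, the removal of the 5% of cells with the highest doublet scores and the use of Mki67 with Top2a, also with each sample left out, were chosen after seeing the data, and the other alternatives were planned. Across the whole sample and the cell types, 109 of the values of Dram2 under alternatives with all samples kept their direction and their side of the threshold. The exceptions were Myeloid with the batch as a covariate, which leaves the genotype effect to 1 Dram2 ko/ko sample there and gave a log2 fold change of 0.22 as without Dram2 ko/ko replicate 3, and Pericyte without the highest doublet scores, where the log2 fold change was 0.28. Leaving out 1 sample gave -0.61 to 0.22 in Myeloid and -0.20 to 0.074 in Pericyte. For Dram1 over the whole sample it gave -0.025 to 0.29. The cause was not tested.

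Shares of cell types kept their direction in 42 of 42 values with all samples, as did 42 of 44 for sub-clusters. The difference for sub-cluster 2 was -0.0458 points, but 0.327 with the cell filter and 0.0152 without the highest doublet scores. Leaving out 1 sample gave -2.17 to 0.695 points for Fibroblast proliferating, -0.356 to 6.19 for Fibroblast-like, -0.475 to 0.300 for Pericyte and -3.21 to 4.0 for RPE. For sub-clusters it gave -1.62 to 1.55 for 2, -0.603 to 4.29 for 5, -0.481 to 1.21 for 6 and -0.290 to 0.0659 for 9. With 3 samples against 3 no share could pass the threshold in a permutation test, so those tests say nothing about stability. The quasi-likelihood test of edgeR on numbers of cells could pass it, and its adjusted p was 0.490 or more for cell types and 0.598 or more for sub-clusters. The difference in cycling cells was 1.88 points with Mki67 and Top2a over all cells and 1.18 in fibroblast types, against a fall with the saturated list. Leaving out 1 sample gave -0.127 to 0.00552 over all cells and -0.129 to 0.0269 in fibroblast types for the saturated list. For Mki67 and Top2a it gave -0.0897 to 3.92 and 0.265 to 2.45, each lowest without Dram2 ko/ko replicate 3. The cause was not tested.

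The number of genes called stayed within 1.5 times in 86 values with all samples and moved in 37. DESeq2 called 378 genes in the whole sample, 13 in Endothelial, 320 in Fibroblast, 168 in Fibroblast 2, 320 in Fibroblast proliferating, 23 in Fibroblast-like, 8 in Myeloid, 15 in Pericyte and 20 in RPE. The edgeR quasi-likelihood test called 11 in Fibroblast 2, 62 in Fibroblast proliferating, 10 in Myeloid and 0 in Pericyte, where 430 had an unadjusted p under 0.05. Batch 2 is Dram2 ko/ko replicate 3 alone, so the batch as a covariate takes up that sample and leaves 2 Dram2 ko/ko samples, or 1 in Myeloid. The counts were then 118 in the whole sample, 87 in Fibroblast, 184 in Fibroblast proliferating, 3 in Myeloid and 0 in Pericyte (687 unadjusted, voom-limma). Without the filter on low counts they were 151 in Fibroblast, 71 in Fibroblast 2, 202 in Fibroblast proliferating, 20 in Fibroblast-like and 59 in Myeloid. Library size alone gave 8 in Fibroblast 2. Thinning gave 7 in Fibroblast-like and 7 in Myeloid. Removing the highest doublet scores gave 0 in Fibroblast (1432 unadjusted, voom-limma). Merging the fibroblast types gave 2. The cause was not tested for any of these.

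With only the genes of unshared 3′ sequence, voom-limma called 0 in Fibroblast (435 at an unadjusted p under 0.05), 0 in Fibroblast 2 (335), 0 in Fibroblast proliferating (345), 0 in Myeloid (198) and 0 in Pericyte (246). This alternative tests fewer genes by construction, 10876 of 18113 in Fibroblast proliferating. Other tools were not run on these genes.

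Leaving out 1 sample gave 0 to 242 genes in the whole sample, 0 to 3 in Endothelial, 0 to 234 in Fibroblast, 0 to 121 in Fibroblast 2, 0 to 290 in Fibroblast proliferating, 0 to 85 in Fibroblast-like, 6 to 83 in Myeloid and 0 to 21 in Pericyte. In RPE it gave 0 each time. The interaction of genotype with cell type gave 0 to 42 genes against Fibroblast 2 and 0 to 6 against Fibroblast proliferating. The highest counts for genotype in the 4 fibroblast types and the whole sample came without Dram2 ko/ko replicate 1. Of the named genes, 180 values with all samples were unchanged in direction and call and 37 were no longer past the threshold. The 5 fixed genes other than Dram2 gave 641 values in the cell types, of which 49 had the opposite sign and 1 was called. That was Dcn in Myeloid without Dram2 wt/wt replicate 2, which leaves 1 Dram2 wt/wt sample, assumed to vary like the other group.

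For the gene lists, fry and camera with an estimated correlation each called 0 in the whole sample, 0 in Fibroblast proliferating and 0 in Fibroblast-like. Leaving out 1 sample gave 1 to 3 lists in the whole sample, 0 to 2 in Fibroblast, 0 to 2 in Fibroblast 2, 1 to 3 in Fibroblast proliferating and 0 to 5 in Fibroblast-like. The median of the S phase list in Fibroblast-like ranged from -0.0054 to 0.28. The cause was not tested.

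With the replicate number as a block, voom-limma called 0 genes in Fibroblast (1149 unadjusted), 2 in Fibroblast 2, 0 in Fibroblast proliferating (1038 unadjusted), 32 in Myeloid and 0 in Pericyte (459 unadjusted), and camera called 1 list in Fibroblast-like. The numbers did not pair the samples, since the correlations of the same-numbered pairs over the whole sample were 0.0949, -0.407 and 0.0274. Larger values came from other pairs, 0.463 for Dram2 wt/wt replicate 1 with Dram2 ko/ko replicate 2 and 0.43 for Dram2 wt/wt replicate 2 with Dram2 ko/ko replicate 3. Dram2 wt/wt replicate 1 with Dram2 ko/ko replicate 3 gave -0.421, and the remaining pairs -0.162 to 0.0775. A grouping of samples beyond genotype, batch and replicate number was not modelled, so it stays open.

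There was no value for Endothelial, Pericyte and Myeloid with a minimum of 50 cells, for sub-cluster 8 with the cell filter, or for Myeloid without a sample that was not in its test. The new clustering gave comparable shares for Endothelial and Myeloid only. Thinning did not lower the number of genes called in Myeloid, with 84 cells in all, or in Fibroblast-like cells, with a median of 4825 UMIs, so a limit set by depth was not shown there.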

Other observations

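The tests of short transcripts, of depth per cell, of pseudogenes with little shared sequence, of the batch, of lower expression of ribosomal protein genes, of the Schwann cell markers, of GC content, of low-quality cells, of mislabelled samples and of RNA from other cells for Dram2 were chosen after the result was seen, and the others were planned. The genes called between genotypes were mostly pseudogenes and ribosomal protein genes, with 73 pseudogenes and 9 ribosomal protein genes among the 113 of Fibroblast proliferating, all with lower counts in Dram2 ko/ko. Over the whole sample, Rps20 fell from 709 ± 52.0 to 252 ± 83.9 CPM and Rpl41 from 214 ± 9.37 to 93.4 ± 25.9 CPM, while Rps3, with 6.05% shared 3′ sequence, was at 2975 and 3358 CPM (SD, n = 3). Other genes with much shared 3′ sequence moved less over the whole sample, where voom-limma called no gene, Rps20 and Rpl41 included (1583 at an unadjusted p under 0.05, 378 called by DESeq2 and 0 by edgeR). The log2 fold change was 0.07 for Gapdh (51.5% shared), -0.36 for Rpl13 (26.6%), -0.38 for Rps6 (62.1%) and -0.45 for Eef1a1 (66.6%). Their levels in Dram2 wt/wt were 6.03, 44.9, 5.685 and 107 CPM, against 2975 CPM for Rps3. With counts this low and uncertain, the smaller changes do not show that genes with shared sequence were spared. These genes were picked after their values were seen.

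Several explanations of this pattern were argued against. Total depth as the whole cause was, since the totals of Fibroblast proliferating, 26582836 to 32492869 UMIs, overlapped between genotypes, and 105 of the 113 genes were still called after thinning to the smallest. The batch of Dram2 ko/ko replicate 3 as the whole cause was, since without that sample 226 genes were called in Fibroblast proliferating, 198 lower. Of the 113, 107 were among them, which the choice of the 113 over all samples largely fixes. Over 369 pseudogenes not picked by their change, the median log2 level was 0.0072, -0.36 and -0.75 in Dram2 ko/ko replicates 1, 2 and 3. A part for the batch therefore stays open. A loss of short transcripts as the whole cause was argued against in Fibroblast proliferating, for these samples only. The median log2 fold change there was -0.07 for unshared protein-coding genes under 500 bases and -0.35 for pseudogenes of that length. The bootstrap intervals over genes were -0.13 to -0.02 and -0.38 to -0.31. They leave out the spread between samples, so nothing follows beyond these samples. A part for length stays open, since those short coding genes differed from ones of 1000 to 2000 bases by -0.10, and pseudogenes of 500 bases or more had a median of -0.12. Strain variants near the deleted gene were, since 1 called gene lay within 10 Mb of Dram2.

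GC content as the whole cause was weighed with pseudogenes and ribosomal protein genes against unshared protein-coding genes of the same bin of GC content, in Fibroblast proliferating. In 4 of 5 bins it was argued against for these samples only. The difference in median log2 fold change lay between -0.32 and -0.16 there, with every bootstrap interval over genes below 0. Such intervals leave out the spread between samples, so nothing follows beyond these samples. In the bin of lowest GC content the difference was -0.046, with an interval of -0.10 to 0.0059, so GC content cannot be told apart from other causes for the 110 pseudogenes and ribosomal protein genes there. The bins were set apart after this was seen. A part for GC content stays open in the other bins too, since the difference varied among them. This replaced a planned test on unshared protein-coding genes alone, which left out most of the called genes.

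Depth per cell cannot be told apart from other causes. The median cell of Fibroblast proliferating held 31185, 25864 and 29500 UMIs in Dram2 wt/wt and 53611, 16612 and 31496 in Dram2 ko/ko. With this median as a covariate, 35 of the 113 genes were still called and all 113 stayed lower, with a median log2 fold change of -1.53, but these genes had been picked for their difference. Over 369 pseudogenes not picked by their change, the genotype effect on the median per sample was -0.39 beside depth per cell, with a 95% interval over samples of -1.12 to 0.35. Without depth per cell it was -0.37 (-0.98 to 0.24).

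What stays open is that reads shared with near-identical copies may have been assigned differently in the samples. Among genes with under 5% shared 3′ sequence and no pseudogenes, voom-limma called 0 in Fibroblast proliferating, with 345 at an unadjusted p under 0.05. That test was not run with other tools, and 5 genes with under 5% were among the 113 when all genes were tested together. For the 316 pseudogenes with under 5% shared 3′ sequence, the median log2 fold change was -0.12 (bootstrap interval over genes -0.19 to -0.055). That interval leaves out the spread between samples, so it cannot decide whether shared reads fall short for these genes. Over the 369 pseudogenes compared by sample, an effect of -0.37 had a 95% interval over samples of -0.98 to 0.24. The fall was larger for the 1656 with 20% or more, at -0.27 (-0.30 to -0.22). Lower expression of ribosomal protein genes cannot be told apart from shared reads, because only 12 of them had under 20% shared 3′ sequence. Their median log2 fold change was -0.018, with a bootstrap interval over genes of -0.56 to 0.14. An effect of the genotype itself stays open and was not tested apart from these.

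Whether chance can be excluded was asked with the 10 splits of the 6 samples into 3 and 3. The real split alone gave as many genes in Fibroblast (1 of the 10 splits), Fibroblast proliferating (1) and Pericyte (1). In Fibroblast 2, 2 of the splits gave as many, the other being Dram2 wt/wt replicate 1 with Dram2 ko/ko replicates 1 and 2, which gave 148 genes. For the whole sample, Endothelial, Fibroblast-like and RPE, with 0 genes each by voom-limma (1583, 350, 367 and 573 at an unadjusted p under 0.05), all 10 splits give as many by construction, which says nothing about chance. DESeq2 called 378, 13, 23 and 20 there, and edgeR 0 in each. For gene lists, 9 of the splits gave as many in the whole sample, 8 in Fibroblast proliferating and 7 in Fibroblast-like, and in Fibroblast and Fibroblast 2 no list was called with the real split. Since 10 splits cannot give a share under 0.1, chance cannot be excluded for any of these counts above 0. Myeloid, with 2 samples against 2, was not split.

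The cells with the name Pericyte had high levels of Schwann cell markers. All 7 genes of the Schwann cell list were highest in these cells among the 8 types, which is consistent with a Schwann cell lineage. RNA from other cells was argued against as a source, since the smallest log2 ratio of a marker to its highest level in another type was 3.02, for S100b. Doublets with fibroblasts were argued against, since the median UMI count of these cells was 52.1% of that of Fibroblast cells. In the new clustering, a cluster of 311 cells was named Schwann cell from its markers, and 99.0% of it had the name Pericyte. Another, of 280 cells, was named pericyte from its markers, and 70.7% of it had the name Fibroblast. Sox10 is also on the melanocyte list, whose gene Mlana was at 0 CPM in these cells and 5.42 CPM in RPE cells.

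The large share of Fibroblast-like cells in Dram2 ko/ko replicate 1, 14.9%, was 10.9% with the cell filter. Low-quality cells cannot be told apart from a real cell type with little RNA as its source. Of all Fibroblast-like cells, 88.4% had fewer UMIs than the median of their sample divided by 3, against 10.4% of other cells. In Dram2 ko/ko replicate 1 it was 95.6% of them. Without such cells the share was 0.882% there and 0.405% to 0.664% in the other samples, but that limit removes most of the type by construction.

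Dram2 was still counted in Dram2 ko/ko, at 29.7 CPM over the whole sample. By the labels, the fibroblasts of these samples carry the same deletion, so RNA from them leaves open why Dram2 was counted at all. RNA from Dram2 wt/wt cells was not tested. As the main source of the counts in RPE cells, RNA from the fibroblasts was argued against. The fibroblast marker with the lowest relative level there, Dcn, was at 8.74% of its level in Fibroblast cells, while Dram2 in Dram2 ko/ko was at 27.5 CPM in RPE cells and 32.0 CPM in Fibroblast cells. This replaced a planned test with markers of types absent from the culture, of which the highest, Sag, was at 1.81 CPM in Dram2 ko/ko, since such markers do not bear on RNA of the cells that were present. A single mislabelled sample was argued against as the source, since the lowest Dram2 ko/ko sample held 28.3 CPM. The counts cover no exon 4 separately, so they cannot tell a transcript that keeps its 3′ end from wrong labels in all 3 samples. The same holds for cells with the intact gene in all 3. Evidence outside these counts comes from the study, which reported that sequencing of genomic DNA established the disruption in the strain. It also described genotyping of the mice with primers. The lowest Dram2 wt/wt sample was 2.72 CPM above the highest Dram2 ko/ko sample.

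Ccl11, on chromosome 11 at 82057823 to 82062955 with 0.27% shared 3′ sequence, was singled out after its values were seen. It was at 87.1 ± 3.74 CPM in Dram2 wt/wt and 135 ± 6.97 CPM in Dram2 ko/ko (SD, n = 3, exact permutation p 0.1), higher in 3 of 3 samples. Its log2 fold change over the whole sample was 0.65, with an adjusted p of 0.0798 by voom-limma. In the new clustering, Ccl11 was among the leading genes of a cluster of 2699 cells, 57.1% of them Fibroblast 2. The mean share of Fibroblast 2 was 9.83% in Dram2 wt/wt and 14.4% in Dram2 ko/ko. A part for cell composition stays open, since no value of Ccl11 within a cell type is given here.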
